A study of Arabidopsis thaliana with 12 samples. Its data were reported in "SUPPRESSOR OF PHYTOCHROME B-4 #3 reduces the expression of PIF-activated genes and increases expression of growth repressors to regulate hypocotyl elongation in short days" (2022).

How the data were processed

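SOB3 (SUPPRESSOR OF PHYTOCHROME B-4 #3, AT1G76500) is an AT-hook nuclear protein that acts on hypocotyl growth in Arabidopsis thaliana. Seedlings of the Columbia ecotype that carried SOB3 fused to GFP under the SOB3 promoter in the sob3-4 mutant were grown in short days of 8 h light and 16 h dark and harvested 4 h, 9 h or 24 h after lights on (ZT4, ZT9 and ZT24), at an age of 5 or 6 days. Chromatin bound by the fusion was precipitated with an antibody to GFP and sequenced (ChIP-seq). The series has 12 samples: 3 ChIP replicates at each of 3 time points and 1 input (sheared chromatin with no precipitation) per time point. The 9 ChIP samples had a peak list each; read files and input tracks were not used here, and no sample from plants without GFP was analysed here.

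The authors mapped single reads to TAIR10 with Bowtie, kept uniquely mapped reads, and called peaks in each replicate separately with MACS2 against input, so replicates were not pooled. The methods do not say which input served which list; elsewhere the study speaks of the respective input of the ChIP samples, which with 1 input per time point would be the one of the same time point. The deposited lists give for each peak its interval, its summit, the fold enrichment of the ChIP pileup at the summit over the local background, and the −log10 p and −log10 q of that enrichment, all as the authors' peak caller wrote them. The lowest −log10 q per list lay between 1.30 and 1.33, next to the 1.30 that a q of 0.05 gives. Fold enrichment and −log10 values belong to a peak within its own list, so they were used here as such only to describe, rank or filter peaks within a list, and were also solved for the pileup and background behind them, as described next. The recovered pileup and background were compared between lists, by rank or as values not scaled for depth. Unique mapping leaves repeats and near-identical gene copies without reads, which lowers peaks there in all lists. The study gives the range of uniquely mapped reads over its samples but no total for each, and the lists hold none, so the depth of each list was read indirectly.

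MACS2 writes fold enrichment as (pileup + 1) / (background + 1) and takes p from a Poisson distribution with that background. Both equations were solved for each peak, over whole-number pileups. A whole-number pileup fitted the deposited −log10 p within 0.001 for 100% of the peaks in each list. On 5000 simulated peaks rounded like the files, 100% of the pileups came back exact. The lowest background in a list is the genome-wide mean pileup of the ChIP reads; it was between 12.1 and 15.8 fragments per base over the 9 lists, which is the only measure of depth the files allow, and it depends on read number and fragment length together. This recovery was chosen after seeing the data.

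Peaks were placed by their centre with the RefSeq annotation of TAIR10.1, which has the nuclear chromosomes of TAIR10; 0 peaks ran past the end of a chromosome. Its mitochondrial sequence is another one than that of TAIR10, so mitochondrial peaks were given no gene and no motif search. Promoter-TSS meant 1000 bp upstream to 100 bp downstream of a transcription start site (TSS), TTS meant 100 bp upstream to 1000 bp downstream of a transcript end, and the remainder was exon, intron or intergenic, in that order of priority. Following the rule of the study, a gene was bound in a sample if its TSS was the nearest to a peak, and bound at a time point if bound in at least 2 of 3 replicates. The peak centre and the 27529 protein-coding genes of this annotation were choices made here, and the gene set differs from that of the study. There, an upstream reading frame was bound in place of ELF4 at ZT4 and ZT24, and in place of PRR9 at all 3 time points. Sites were the union of all peaks, merged where they overlapped by at least 1 bp.

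Peak numbers and region shares were compared with an F ratio in an exact permutation test over the 280 ways of parting 9 samples into 3 groups of 3, two-sided by construction, with Benjamini-Hochberg adjustment over the 5 region classes. Overlap of samples was the Jaccard index (shared items over items in either sample); the mean within minus the mean between time points, and the number of sites found only at 1 time point, were tested one-sided over the same 280 partitions. The smallest p-value that 280 partitions can give is 0.00357. Pairs of time points (3 against 3) cannot go below 0.1 and were not tested singly. At sites present in all 9 lists, the fold enrichment was replaced by its rank within the list, ranks were turned into normal scores, and limma 3.58.1 in R 4.3.3 tested the 3 time points with a moderated F test and pairs of time points as contrasts of the same fit (Benjamini-Hochberg, 0.05). On simulated ranks of the 13251 sites in this comparison, with 200 sites shifted at ZT9, the fit recovered 2.5% of sites shifted by 1 normal-score unit, 82.5% of those shifted by 2 and 92.0% of those shifted by 3; with no shift it called 0 sites. Among the calls, 4.07% were false at a shift of 2 and 8.91% at a shift of 3, the latter above the 5% aimed at. In this simulation the fit therefore missed most changes of 1 unit. The adjusted threshold is stricter with 200 changed sites than with the 1930 sites called in the data. The shares recovered do not carry over to that result, where smaller changes could be called.

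Motifs were counted in 300 bp windows centred on summits and in 300 bp windows centred 1000 bp to either side that touched no peak of any list. The sequences were those the study had found enriched: GGHCCA (TCP-like), CACRYG (PIF-like) and AWATAAWA (AT-rich), on either strand, where H is A, C or T, R is A or G, Y is C or T and W is A or T. The difference in share was tested with a two-sided exact sign-flip permutation test over the 9 lists, whose smallest p-value is 0.00391, adjusted over 3 motifs. The lists share most of their sites, so the same sequences recur in them. This test and the SD over lists therefore measure how repeatable a share is between lists, not its spread over independent sequences. The motifs come from the study's own search of these lists, so this is not independent evidence for them. MEME-ChIP was not used here.

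The genes and sites named were set by rule: the 26 loci named in the study's methods and SOB3; the 3 sites with the highest mean within-list rank; the 5 highest-ranked of the sites found only at 1 time point; and the 5 sites with the smallest adjusted p for a changed rank. This rule, the tests and the alternatives were fixed before the data were examined, apart from those said to be added later. They were fixed after the study had been read, including what it found in these samples. The alternatives were −log10 q of at least 5 or 10, equal peak numbers from all lists, chromosomes 1 to 5 only, each replicate left out, a replicate block, placement by summit, all 38028 annotated genes, other gene distances and replicate rules, other ways of making sites, ranking by −log10 p, and other control windows for motifs. No 2 lists shared more than 2 identical intervals, so no list was a copy of another. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.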

Results

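SOB3-GFP binding was mapped by ChIP-seq in whole seedlings at ZT4 (4 h into the light), ZT9 (1 h into the dark) and ZT24 (the following dawn), with 3 replicates per time point, to ask whether binding changes through a short day. The 9 peak lists held between 20988 and 24850 peaks and covered 9.11 to 12.8 Mb each. The median peak width was between 337 and 390 bp. The median fold enrichment over background, as given by the authors' peak caller, was between 2.55 and 2.90 and the highest in a list between 12.1 and 15.1. The lists show depth only through the genome-wide background recovered from them, which lay between 12.1 and 15.8 fragments per base.

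The number of peaks did not differ between time points by more than the spread between replicates. ZT4 samples had 23239 ± 1043 peaks, ZT9 samples 22573 ± 1758 and ZT24 samples 23042 ± 1872 (SD, n = 3 each; exact permutation test, p = 0.846). Among the alternatives on all samples, the p-value moved most under the replicate block, to 0.5 by exact permutation. The number of genes nearest to a peak was 14220 ± 843 at ZT4, 13782 ± 1037 at ZT9 and 14243 ± 938 at ZT24 (SD, n = 3 each; exact permutation test, p = 0.793).

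**Figure D1:**
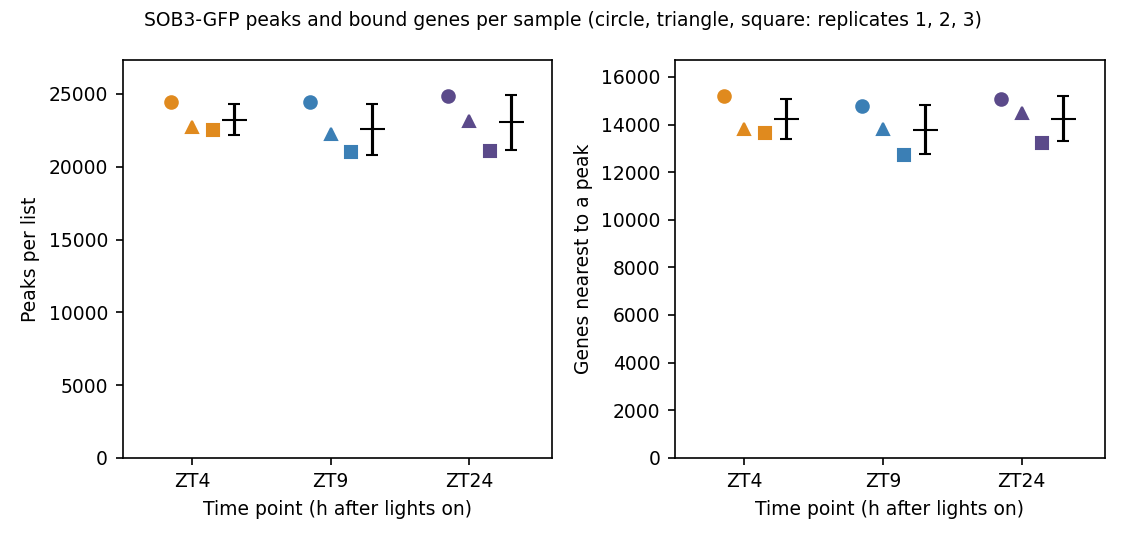
Peaks per list (left axis panel) and protein-coding genes nearest to a peak (right axis panel) for each sample, by time point. Symbols are replicates, and black bars are the mean and SD of 3 replicates; the lists run from 20988 to 24850 peaks and the 3 time points overlap.

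The regions in which peaks lay were compared next, since the position of binding bears on how SOB3 acts. Promoter-TSS regions held 58.5% ± 0.746 of peaks at ZT4, 58.5% ± 0.848 at ZT9 and 58.9% ± 0.321 at ZT24 (SD, n = 3 each). The share did not differ between time points (exact permutation test, p = 0.739; adjusted over 5 region classes, 0.986). TTS regions held between 14.6% and 15.3% of the peaks of a list. Over all 9 lists, exons held 4.91% ± 0.247 of peaks, introns 3.69% ± 0.0780 and intergenic sequence 17.8% ± 0.462 (SD, n = 9). Exact permutation tests gave adjusted p-values of 0.759 for TTS and exon and 0.986 for intron and intergenic shares. With peaks at a −log10 q of at least 5, the adjusted p-value of the promoter-TSS share was 0.549 by exact permutation, its lowest among the alternatives on all samples.

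Genes bound in at least 2 of 3 replicates numbered 14217 at ZT4, 13779 at ZT9 and 14299 at ZT24. Of the genes with a peak in any replicate of a time point, 72.3% were bound in all 3 replicates at ZT4, 70.6% at ZT9 and 72.3% at ZT24. A total of 16056 genes were bound at 1 or more time points, and 12144 of them (75.6%) at all 3. This share depended on the processing, from 66.4% at a −log10 q of at least 10 to 77.8% with 1 replicate sufficing. The remaining 3912 genes (24.4%) were bound at 1 or 2 time points. Of these, 673 were bound only at ZT4, 580 only at ZT9 and 708 only at ZT24, while 504 were shared by ZT4 and ZT9, 896 by ZT4 and ZT24, and 551 by ZT9 and ZT24. These are counts without a test. The strictest threshold, a −log10 q of at least 10, moved the genes bound at all 3 time points most, to 6151. The best peaks of the genes bound at 1 or 2 time points had a median rank at the 24.8th percentile of their lists, against the 62.0th percentile for genes bound at all 3.

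Whether replicates of a time point resembled each other more than samples of different time points was then tested. For bound genes, the Jaccard index was 80.2% ± 1.71 over 9 pairs of samples of the same time point and 78.2% ± 2.13 over 27 pairs of different time points (SD). The difference of 2.02 percentage points was larger than that of nearly all other partitions of the samples (exact permutation test, one-sided, p = 0.00714). At a −log10 q of at least 10 it was 1.96 percentage points and no longer past the threshold (exact permutation test, p = 0.0643). For the 28332 merged peak sites the index was 77.1% ± 1.91 within and 74.3% ± 2.27 between time points (SD), a difference of 2.74 percentage points, larger than in all other partitions (exact permutation test, p = 0.00357, the smallest that can be reached).

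**Figure D2:**
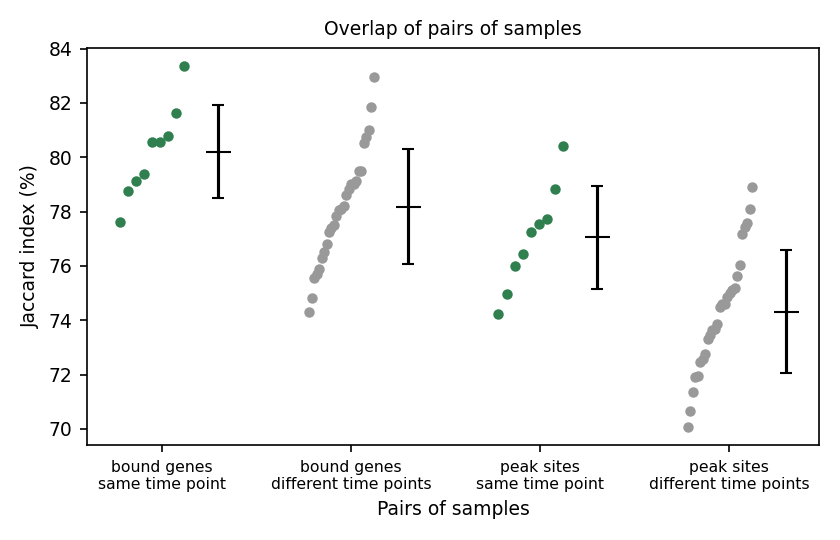
Jaccard index (%) of pairs of samples for bound genes and for merged peak sites; the axis does not start at 0. Each point is a pair of samples, and black bars are the mean and SD of 9 pairs of the same time point or 27 pairs of different time points; means differ by 2.02 and 2.74 percentage points while the points overlap.

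Of the merged sites, 13251 (46.8%) were present in all 9 lists and 3612 (12.7%) in 1 list. Sites present in all 3 replicates of 1 time point and in no other sample numbered 198, or 0.699% of sites: 84 at ZT4, 50 at ZT9 and 64 at ZT24. The other partitions of the samples gave a median of 50 and at most 150 such sites (exact permutation test, one-sided, p = 0.00357, the smallest that can be reached). With a −log10 q of at least 10 there were 90 (exact permutation test, p = 0.0464). In addition, and without a test, 38 sites were absent from all replicates of ZT4 and present in the other 6 lists, 128 were so for ZT9 and 34 for ZT24. The sites found only at 1 time point were mostly weak peaks, with a median rank at the 23.9th percentile of their lists. The 5 with the highest rank were as follows. On chromosome 3, a site at 20179944 to 20180376 (TAIR10), in the promoter-TSS region of AT3G54510, was found only at ZT24, at percentile 70.6 ± 11.1 (SD, n = 3). A site at 2444081 to 2444617 of chromosome 3, in a TTS region with COL9 (AT3G07650) as the gene of nearest TSS, was found only at ZT9, at percentile 60.1 ± 17.5. A site at 16733989 to 16734436 of chromosome 2, at the transcript end of ELF4 (AT2G40080), was found only at ZT9, at percentile 58.4 ± 14.9. A site at 21670300 to 21670774 of chromosome 5, in intergenic sequence 2589 bp from the TSS of AT5G53410, was found only at ZT4, at percentile 56.5 ± 4.57. A site at 5723000 to 5723416 of chromosome 3, in a TTS region with AT3G16800 as the gene of nearest TSS, was found only at ZT24, at percentile 55.9 ± 13.0. Absence from a list means that no peak passed the threshold there, not that binding was absent.

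**Figure D3:**
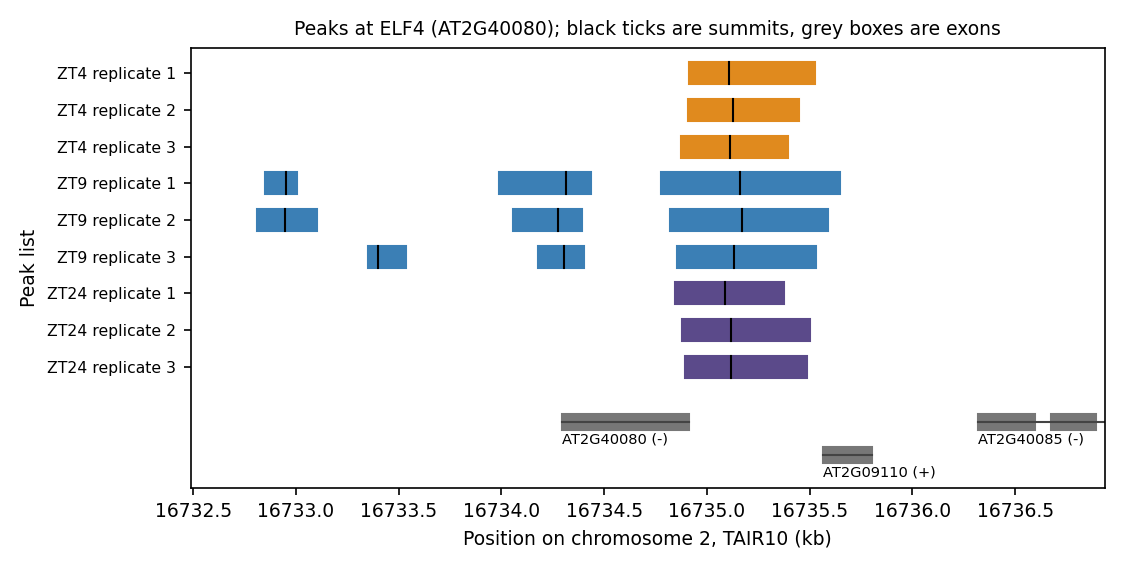
Peaks of the 9 lists around ELF4 (AT2G40080) on chromosome 2, drawn to scale in TAIR10 coordinates (kb); coloured bars are peaks, black ticks their summits and grey boxes exons. All 9 lists have a peak upstream of the gene, and the 3 ZT9 lists alone have one over its transcript end, between 16733989 and 16734436.

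At the 13251 sites present in all lists, the rank of a site's fold enrichment within its list was compared between time points with limma. The moderated F test called 1930 sites (14.6%) at an adjusted p under 0.05. Between ZT4 and ZT9, 1102 sites differed, 542 with a higher rank at ZT9 and 560 with a lower one. Between ZT4 and ZT24, 663 sites differed, 316 higher and 347 lower at ZT24; without replicate 2 of ZT4 this count was 97. Between ZT9 and ZT24, 1189 sites differed, 613 higher and 576 lower at ZT24. Promoter-TSS regions held 62.3% of the called sites and 61.1% of the sites tested. These ranks depend on the background taken from an input as well as on the ChIP reads. Ranked by the recovered ChIP pileup alone, which was chosen after seeing the data, 30 sites were called, and 24 of these were among the 1930. Of the 24, 17 had the same signs by both ranks in the contrasts of ZT4 with ZT9 and of ZT9 with ZT24. The size of a contrast was not considered, so a site with little change in 1 of them can miss this count. Across sites, which are not independent replicates, the recovered background had a Spearman's rho between 0.737 and 0.761 for the 9 pairs of samples of the same time point and between 0.152 and 0.215 for the 27 pairs of different time points.

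**Figure D4:**
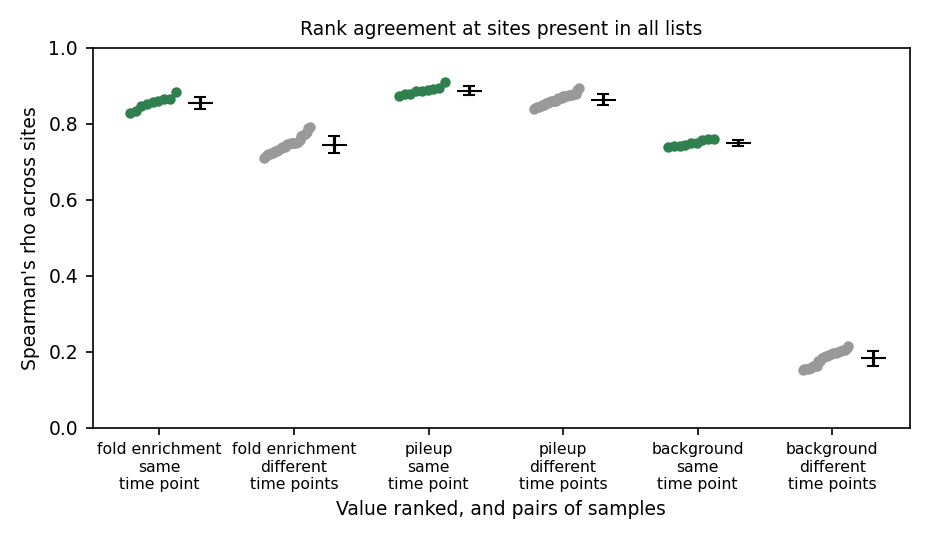
Spearman's rho across the 13251 sites present in all lists, for pairs of samples of the same or of different time points, with sites ranked by fold enrichment, by recovered ChIP pileup or by recovered background. Points are pairs of samples and black bars their mean and SD; the means fall from 0.854 to 0.745 for fold enrichment, from 0.887 to 0.863 for pileup and from 0.749 to 0.182 for background.

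The 5 sites with the smallest adjusted p for a changed fold rank had adjusted p-values of 0.00383 (4 sites) and 0.00397 in limma. The first, at 5287712 to 5288458 of chromosome 5, lay in intergenic sequence 1224 bp from the TSS of CSLA11 (AT5G16190), with ranks at percentile 17.3 ± 11 at ZT4, 85.0 ± 5.14 at ZT9 and 59.9 ± 3.91 at ZT24 (SD, n = 3 each). The second, at 11137956 to 11138465 of chromosome 1, lay in intergenic sequence 2245 bp from the TSS of AT1G31175, at percentile 25.4 ± 6.44, 67.9 ± 4.01 and 84.5 ± 6.67 in the same order. The third, at 19753030 to 19753401 of chromosome 3, lay in the promoter-TSS region of AT3G53270, at percentile 63.6 ± 5.93, 8.09 ± 4.22 and 71.1 ± 3.58. The fourth, at 28449508 to 28450125 of chromosome 1, lay in the promoter-TSS region of AT1G75770, at percentile 71.4 ± 5.41, 6.46 ± 6.01 and 27.5 ± 3.10. The fifth, at 12477044 to 12477780 of chromosome 4, lay in intergenic sequence 2023 bp from the TSS of NLP7 (AT4G24020), at percentile 72.3 ± 4.53, 50.9 ± 8.82 and 5.71 ± 6.72. All 5 stayed called with the replicate block (limma adjusted p = 0.0129) and when ranked by −log10 p (0.0167 to 0.0206). Ranked by pileup alone, 0 of the 5 were called, with limma adjusted p-values from 0.237 to 0.476, and 4 had an unadjusted p under 0.05.

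The 3 sites with the highest mean rank across the 9 lists lay at 6026821 to 6028095 of chromosome 4, in the promoter-TSS region of AT4G09520, at 5137319 to 5140108 of chromosome 5, in the promoter-TSS region of AT5G15740, and at 17295098 to 17295845 of chromosome 1, in intergenic sequence 3310 bp from the TSS of WPP2 (AT1G47200). All 3 had a mean rank above percentile 99.9 at each time point.

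The genes named by the study as regulated by SOB3 and related proteins were examined singly, to see at which time points they were bound. Of the 26 loci, 24 were bound at all 3 time points, 22 of them in all 9 lists. For ELF4 at ZT4 and ZT24, and for PRR9 (AT2G46790) at all 3 time points, this differs from the study, which reported an upstream reading frame as bound instead. The study did count ELF4 as bound at ZT9, without saying by which peak. The site found only at ZT9 at its transcript end, 622 bp from its TSS, was nearest to ELF4 here. When all annotated genes could be the nearest, ELF4 and PRR9 kept a peak in 9 lists here, while PIF5 (AT3G59060) fell from 9 lists to 4. The 2 loci not bound at all 3 time points were SAUR19 (AT5G18010, chromosome 5, 5962773 to 5963405) and SAUR22 (AT5G18050, chromosome 5, 5974341 to 5975087). Each had a peak in 2 replicates at ZT4, 1 at ZT9 and 3 at ZT24. Both lie among related SAUR genes, and SAUR19 had no peak in any list when all annotated genes could be the nearest. SAUR24 (AT5G18080) and HY5 (AT5G11260) lacked a peak in 1 replicate of ZT9. The best peaks of the 26 loci had a median rank at the 84.2th percentile. The values that follow are for the best peak of a gene in each list, which need not be the same site. Among them, BES1 (AT1G19350, chromosome 1, 6688463 to 6691216) ranked at percentile 98.8 ± 0.856 at ZT4, 98.0 ± 0.15 at ZT9 and 99.8 ± 0.0759 at ZT24 (SD, n = 3 each). This was a site in a TTS region 1282 bp from the TSS, called by limma for a changed fold rank (adjusted p = 0.0385). The promoter-TSS site of BES1 lay at 78.5 ± 3.61, 77.8 ± 6.99 and 79.4 ± 4.55 and was not called. PIF4 (AT2G43010, chromosome 2, 17886101 to 17889087) ranked at 93.0 ± 1.93, 84.9 ± 4.02 and 87.4 ± 5.28 in the same order, and CPD (AT5G05690, chromosome 5, 1702640 to 1706948) at 92.8 ± 0.340, 94.6 ± 3.00 and 95.5 ± 0.828. The CPD values come from different sites and do not follow 1 site through the day. An intron site 709 bp from its TSS gave the ZT9 value and lay at 92.7 ± 0.570, 94.6 ± 3.00 and 89.0 ± 4.83. An intergenic site 4246 bp away gave the ZT24 value and lay at 90.6 ± 2.03, 87.0 ± 7.09 and 95.5 ± 0.828. SOB3 itself had a peak in all 9 lists, at percentile 85.4 ± 2.72, 74.3 ± 6.47 and 87.3 ± 4.83. At ZT4 this best peak was at an intergenic site 3997 bp from the TSS. The site in the promoter-TSS region of SOB3 lay at 80.1 ± 3.26, 65.7 ± 4.88 and 81.7 ± 0.482. The plants also carried the SOB3 promoter and gene as a transgene, so reads there may come from either copy. Binding of SOB3 to its native promoter cannot be read from them. Of 45 sites nearest to 22 of these 27 genes and present in all lists, limma called 7 for a changed fold rank when adjusted over the list alone, and 7 when adjusted over all sites. Of these 7, the replicate block left 4 called, and ranking by −log10 p left 0, although all 7 had an unadjusted p under 0.05 there (lowest limma adjusted p 0.0659). Ranked by pileup, 0 of the 45 sites were called with either adjustment; an unadjusted p under 0.05 was found for 6 of the 45, of which 3 were among the 7. The study named these genes from RNA-seq of plants with altered SOB3 activity, and had itself examined their binding in these same ChIP-seq samples, so their calls here are not an independent test.

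Sequence at the summits was compared with flanking sequence to ask which motifs accompany SOB3. The TCP-like motif GGHCCA was present in 35.5% ± 0.634 of 300 bp summit windows and in 13.4% ± 0.0801 of flanking windows (SD, n = 9), 2.65 times as often and higher in 9 of 9 lists (exact sign-flip permutation test, adjusted p = 0.00391, the smallest that can be reached). The PIF-like motif CACRYG was present in 35.2% ± 0.573 of summit windows and 19.5% ± 0.146 of flanking windows, 1.80 times as often and higher in 9 of 9 lists (exact sign-flip permutation test, adjusted p = 0.00391). The AT-rich motif AWATAAWA was present in 51.7% ± 1.36 of summit windows and 19.8% ± 0.242 of flanking windows, 2.61 times as often and higher in 9 of 9 lists (exact sign-flip permutation test, adjusted p = 0.00391). For the TCP-like motif, the difference of 22.1 percentage points moved most in 100 bp windows, to 15.3. The AT-rich difference of 31.9 percentage points depended on the control windows. It was 22.7 with controls matched on GC content and 22.0 with controls from promoters. With the same controls, the TCP-like difference was 25.5 and 23.6, and the PIF-like difference 16.4 and 15.9. The shares in summit windows did not differ between time points (exact permutation tests, p = 0.368 for the TCP-like, 0.229 for the PIF-like and 0.761 for the AT-rich motif).

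**Figure D5:**
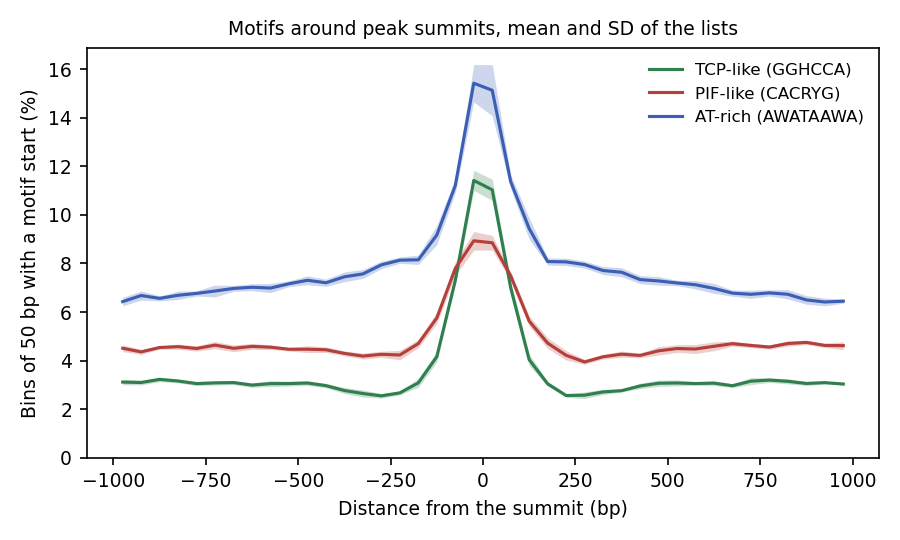
Share of 50 bp bins that hold the start of each motif (%), by distance from the peak summit (bp); lines are the mean and shading the SD of 9 lists. The bins next to the summit reach 11.4% for the TCP-like, 8.93% for the PIF-like and 15.4% for the AT-rich motif.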

Values the study reported

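The study reported 14,718 genes bound by SOB3 at ZT4, 14,226 at ZT9 and 14,778 at ZT24. It placed 5% of binding events in exons and 3% in introns.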

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

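The recovered background used here comes from a step chosen after seeing the data. The lists hold 73 peaks on the mitochondrial sequence, which enter no comparison of genes or motifs in the results above, and this is a signal in data outside the main measurement. They came from 5 of the 9 lists. Their median fold enrichment was 1.43, and the highest was 1.86, against a median of 2.76 for nuclear peaks. The chloroplast sequence carried another 223 peaks in 8 lists, with a median fold of 1.18 and a widest peak of 28188 bp. The recovered background of chloroplast peaks was 13.2 times that of nuclear peaks at the median, and that of mitochondrial peaks 6.37 times. A peak with so low a fold passes the threshold only over a high background, so this does not test whether many organelle reads over a background scaled to the nuclear genome gave rise to these peaks, and that explanation stays open. Chloroplast peaks numbered 13, 17 and 11 in the 3 replicates at ZT4, 100, 34 and 0 at ZT9, and 23, 15 and 10 at ZT24. In the ZT9 lists that had them, their median background was 247 and 269, against 152 to 196 at ZT4 and 175 to 218 at ZT24. Whether they differ between time points was not tested. No biological explanation was tested.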

How the results depend on the processing

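Ranking by recovered pileup and keeping only high-pileup peaks were alternatives chosen after seeing the data; the other alternatives were planned. Peak number and promoter-TSS share stayed without a difference between time points under all alternatives tried, with p-values from 0.407 to 1. The 3 motif differences kept their direction and stayed past the threshold under all alternatives, from 15.3 to 25.5 percentage points for the TCP-like, 9.02 to 19.6 for the PIF-like and 18.8 to 39.1 for the AT-rich motif. Peak site similarity stayed past the threshold throughout, from 1.65 to 3.46 percentage points.

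At a −log10 q of at least 10, genes bound fell to 7662 at ZT4, 7321 at ZT9, 8076 at ZT24 and 6151 at all 3, and sites found only at 1 time point to 90, as fewer peaks were left. The share of bound genes that were bound at all 3 time points was 75.6% as reported, 66.4% at that threshold, 69.6% to 74.6% across the 9 fits that each left out one replicate, and 70.9% when all 3 replicates were required. At that threshold the gene set similarity difference was 1.96 percentage points with an exact permutation p of 0.0643, past the threshold no longer; the cause was not tested. Sites found only at 1 time point rose to between 307 and 392 across the 9 fits that each left out one replicate, since 2 lists then sufficed for one of the time points, with exact permutation p-values of at most 0.00714. They numbered 114 among high-pileup peaks.

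The number of sites with a changed rank depended most on the processing. It was 986 to 1260 across the 9 fits that each left out one replicate, where fewer samples entered, and 1285 among sites made of 1 peak from each list, where fewer sites were tested. It was 238 when sites were ranked by −log10 p, all of them among the 1930; the cause was not tested. It was 30 when sites were ranked by the recovered pileup, and 0 in the F test with that rank and the replicate block, where 1629 sites had an unadjusted p under 0.05. Counts for pairs of time points moved more: across the same 9 fits, the count was 492 to 1005 for ZT4 and ZT9, 97 to 607 for ZT4 and ZT24, and 419 to 1092 for ZT9 and ZT24.

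Deviations from the time point means were correlated between samples of different time points. For gene presence, samples of the same replicate number had a mean correlation of 0.0383 (−0.0181 to 0.0833). Samples of different numbers had a mean of −0.0191 (−0.0936 to 0.0556), so the same numbers went together slightly more, which was not tested. For fold ranks, samples of the same number did not go together. Their mean was −0.00491 (−0.0453 to 0.0577), against 0.00247 (−0.107 to 0.0792) for different numbers. The numbers of peaks and of bound genes did follow the replicate number, falling from replicate 1 to 2 to 3 at each time point. With the replicate block, exact permutation gave 0.0278 for both similarities and for sites found only at 1 time point, the smallest p its 36 partitions can give, 0.5 for peak number, and 1400 sites with a changed rank, of which 1314 were among the 1930. Sites that differed between ZT4 and ZT24 fell from 663 to 322 with the block; the cause was not tested.

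Calls of the named genes at each time point held in 76 of 81 checks with other ways of assigning peaks to genes. The other 5 concerned BR6OX2, SAUR19, SAUR22, HFR1 and PIF5. Depth limits the absence of a peak: the lists cannot show binding below the threshold of each caller run.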

Other observations

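The comparison of fold ranks with recovered background, the comparison of pileup ranks at strongly bound sites, the share of that separation in GC content and the weighing of joint handling were tests chosen after the result was seen, and the alternatives built on recovered pileup were added after seeing the data; the remaining tests were written down before their values were seen.

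The changed fold ranks were the most surprising result. Of the 100 splits of the 9 samples drawn, the real one included, 1 gave as many sites as the 1930 called, the real one itself; the others gave a median of 0 and at most 48. That the result came from how the samples happened to fall into groups is thus argued against, but time point and input coincide, since the labels list 1 input per time point. The recovered background agreed within time points and hardly between them, a difference in Spearman's rho of 0.567 (exact permutation test over 280 partitions, p = 0.00357, the smallest that can be reached). If the replicates of a time point were called against 1 input, such agreement follows by construction. It then cannot show that the input caused the changed ranks. Fold ranks differed by 0.109 within against between time points, and pileup ranks, which do not use the input, by 0.0241, or 22.0% of that. Of the 1930 sites, 98.8% were not called by pileup rank, although pileup ranks were at least as repeatable between replicates (rho 0.887 against 0.854). Yet 565 of the 1930 had an unadjusted pileup p under 0.05, against 1719 of all 13251 sites, so not being called does not show that a site is unchanged in the ChIP reads; fold includes pileup, so some overlap arises by construction. A candidate explanation for a large part of the changed fold ranks is therefore the input library shared by the replicates of a time point, whose chance variation would enter all 3 lists alike. A real change in chromatin that also shows in the input would look the same here and was not tested. Replicate inputs at each time point would tell these apart.

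A smaller separation by time point was left in the pileup ranks. At the sites with a mean pileup at or above the median, where 99.9% had enough pileup in all lists to be called at a high background, the difference was 0.0374 (exact permutation test, p = 0.00357, the smallest that can be reached), so the shared input is argued against as the whole cause. The means of sites with similar GC content carried 0.400% of the difference in covariance of the pileup scores within against between time points (exact permutation test, p = 0.307), which argues against GC content of the 300 bp at the summit. The difference in pileup ranks over all sites was 0.0241. Chromatin and libraries handled together by time point cannot be told apart from time of day in the 0.0241, because the labels give no batch that holds more than 1 time point. A change of SOB3 binding with time of day stays open as a hypothesis. Of the 30 sites called by pileup rank, all with adjusted p-values between 0.0452 and 0.0484, 2 are named here after their values were seen, with pileups that are not scaled for depth. A site at 4108809 to 4109343 of chromosome 3, in the promoter-TSS region of AT3G12910, had a mean pileup of 39.7 ± 3.21 at ZT4, 60.0 ± 2.00 at ZT9 and 55.3 ± 10.7 at ZT24 (SD, n = 3 each). A site at 7709581 to 7710122 of chromosome 3, 120 bp from the TSS of BBX31 (AT3G21890) and in its exon, had 61.0 ± 9.54, 38.3 ± 4.73 and 57.3 ± 5.69. Of 100 splits of the samples, the real one gave the 30 sites by pileup rank and the others at most 0. With the replicate block added, 0 sites were called by the F test on pileup rank, and 1629 had an unadjusted p under 0.05, while the contrasts called 9 between ZT4 and ZT9 (6 higher and 3 lower at ZT9, against 4 higher and 5 lower without the block) and 0 between ZT9 and ZT24 (27 without it).

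Presence of peaks was weighed against the shared input with a filter on pileup. Only peaks with a pileup that would pass at the 99th percentile of background in their list were kept. The cutoff is set from the background of each list, so it can itself follow a shared input. It was 42 to 47 fragments at ZT9, where the genome-wide background was 13.3 to 15.2. It was 36 to 44 at ZT4 and at ZT24, where that background was 12.3 to 15.8 and 12.1 to 15.1. The difference in site Jaccard index was then 1.65 percentage points (exact permutation test, p = 0.0357), no longer the largest of the 280 partitions but larger than in most. Sites found only at 1 time point numbered 114 against a median of 43 and at most 126 in other partitions (exact permutation test, p = 0.0393); 78 were at ZT4, 4 at ZT9 and 32 at ZT24. The outcomes written down beforehand for and against the shared input were not exclusive, and both were partly met. That such p-values, above the smallest possible but under 0.05, leave the part of the shared input open was decided after they were seen. Because the cutoff can follow time point, neither these p-values nor the counts per time point can decide that part.

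The genes bound at 1 or 2 time points are compatible with calls near the peak threshold. Their best peaks had a median rank at percentile 24.8, 8.08% of them lay above percentile 50, and 86 of the 3912 (2.20%) were bound in all 3 replicates of 1 time point and in no other sample. Genes bound at all 3 time points numbered 12144 against a median of 12351 when the samples were split otherwise, and 6 of the 280 splits gave as few, the real one included. Such a deficit arising from how the samples happened to fall is argued against, but the difference in genes was 207. Thus most of the 3912 genes may reflect peaks that pass or miss the threshold, with a small part that follows time point and its input; the 2 cannot be told apart for these genes, because no pileup is known where no peak was called.

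Replicate 1 had the most peaks and bound genes and replicate 3 the fewest at each time point. The values for library depth go both ways. The replicate with the most peaks had the highest genome-wide background at 1 of the 3 time points, and at ZT9 replicate 1 had the lowest (13.3, against 14.5 and 15.2), but replicate 3 had the lowest at ZT4 (12.3) and ZT24 (12.1). This background depends on fragment length as well as on reads, and read totals for each sample were not used here. With 1 library per replicate, depth stays open. A batch shared by replicates of the same number was not tested for peak numbers and stays open, as does chance.

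Motif shares differed between the strongest and the weakest peaks. The TCP-like motif was present in 38.1% ± 0.651 of windows at the 10% of peaks with the highest fold and in 29.6% ± 1.97 at the 10% with the lowest (SD, n = 9). With the peaks in 10 equal groups by fold, the rise lay among the weaker ones: the share was 36.0% in group 4 and between 36.9% and 37.6% in groups 5 to 9. Higher GC content would favour this motif, but windows of the highest peaks had a mean GC content of 31.8% and those of the lowest 32.4%, and within GC bins the difference was 9.63 percentage points, positive in 9 of 9 lists (exact sign-flip permutation test, p = 0.00391, the smallest that can be reached). GC content is therefore argued against. The 9 lists share most of their sites, so they are not independent samples of sequence in this test. For the AT-rich motif, whose share rose through all 10 groups, the difference within GC bins was larger, at 24.6 percentage points, and for the PIF-like motif it was 11.8. Less exact summits of weak peaks were not tested as a reason.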
